A study of Schizosaccharomyces pombe with 40 samples. Its data were reported in "A bifunctional snoRNA with separable activities in guiding rRNA 2’-O-methylation and scaffolding gametogenesis effectors" (2025).

How the data were processed

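Poly(A)+ RNA was sequenced from S. pombe cells with an analog-sensitive Pat1 kinase, in which the inhibitor 3-MB-PP1, at 25 µM, starts a synchronized meiosis. Per the labels, 2 strains were sampled, wt and snR107kloopmut (kloopmut from here on), a strain with mutated bases in the snR107 snoRNA. Each strain was sampled at 10 stages: vegetative cells (V), nitrogen-starved cells (-N) and 1 to 8 h after the inhibitor was added. With 2 replicates per stage this gave 20 groups and 40 libraries. Each replicate number was taken as 1 culture followed through the stages, so there were 4 cultures, and aliquots of a culture are not independent cultures.

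The authors deposited 1 table of read counts per annotated feature, neither normalized nor pooled. The authors trimmed adapters with fastp 0.23.1, aligned the reads with STAR 2.6.1d and counted them with featureCounts of subread 2.0.6. The releases of the genome and of the annotation, the strand setting and the treatment of reads that map to several places are not stated. The names in the table's first line were shifted by 1 place against the data, because of an empty cell, and were moved back; the chromosome, strand and length columns then held what their names say. The study computed RPKM with edgeR from such counts and shows values relative to wt -N cells; it states no test of differences between strains for these data. Gene symbols came from a reference annotation whose release may be another one. Of 12684 features, 12604 were found in it by identifier, and 12594 of these had the same start and end. Coordinates are those of the deposited count table.

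Total counts per library ran from 22889781 (wt 5 h replicate 1) to 35440184 (kloopmut 8 h replicate 1). The floor that 3 counts allow in 1 library lay between 0.0847 and 0.131 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. Shares of counts are given only as ranges over the 40 libraries, without binomial intervals.

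Counts were analysed with edgeR 4.0.16 in R 4.3.3. Features with low counts were left out by filterByExpr on the 20 groups, which kept 12019 and removed 665. TMM factors ran from 0.513 to 1.47. A single quasi-likelihood fit with 1 mean per group gave 20 residual degrees of freedom, to which the shared prior added 7.56; the common dispersion was 0.0197. Contrasts compared kloopmut with wt at each of the 10 stages and over the mean of the 8 induced time points. Further contrasts compared -N with V cells and 3 h with -N cells in each strain. F tests compared the 8 induced time points with -N cells in each strain, and asked whether that change differed between strains (strain by time interaction). P-values were two-sided and adjusted by Benjamini and Hochberg over the features tested, per contrast, and the threshold was an adjusted p below 0.05. Adjusted p-values of genes in the text are those of edgeR's quasi-likelihood test adjusted by Benjamini-Hochberg, unless another tool is named. RPKM values used the TMM-scaled library sizes and the lengths in the table, and are given with the SD of 2 replicates. A feature whose libraries in a group are all at 0 has a fitted fold change that depends on the prior count and is no bound; 611 of the tested features had such a group among the induced ones.

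The gene lists, the genes to be named, the tests and most alternatives were chosen before the data were examined. The Mmi1 list was written from general knowledge of fission yeast by someone who had also seen the study's plot of such genes, and less certain candidates were dropped when it was finished, so it is not independent of the study. It held mei4, ssm4, mcp5 (symbol num1 in the table), rec8, spo5, crs1, mcp7, rec10, rec25, rec27, meu1, meu2, meu13, meu32, mug1, mug4, mug8, mug9, mug10 and mug45. Of these 20 symbols 19 were found, and meu2 was not. The other lists were premeiotic S (6 genes), middle (13 genes), late spore wall genes (6 genes) and ribosomal proteins (131 genes), each found in full. A list's value is the median over its genes of the log2 difference kloopmut minus wt. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, two-sided, adjusted over the 5 lists and 10 stages, which made 50 tests. The Mmi1 list was also set against 10000 random lists of the same size, matched on mean expression, or on mean expression and the time of highest expression in wt. The named genes were mei2, mmi1, sme2, pat1, ste11, act1, mei4, ssm4, mcp5, rec8, spo5 and mamRNA. By rule, the 5 largest rises and 5 largest falls of the averaged contrast were added, among features past the threshold whose 4 culture against culture differences had the same sign and whose mean reached 1 RPKM in at least 1 strain.

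To compare progression, each induced library was placed on the wt time course. The placed time was that at which the interpolated wt profile, in steps of 0.1 h, had the highest Pearson correlation with the library across 7979 genes. These genes had a wt range of at least 2 log2 units, and the Mmi1 list was left out. A wt library was placed on the other wt culture, and a kloopmut library on each wt culture with the placements averaged. Values at matched progression are each kloopmut library minus the wt profile at its placed time.

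The alternatives were size factors by DESeq2's median of ratios, total counts without composition factors, no count filter, a filter of at least 100 counts in at least 2 libraries, DESeq2 1.42.0 and limma-voom tests. Others were an added limit of 1 on the absolute log2 difference, protein-coding genes only (5075 tested), fits of 1 stage alone, a replicate block, and leaving out each culture in turn. Lists were also tested with fry, with camera's estimated correlation, with fewer members and by their mean. Placement was repeated with Spearman correlation, with a wt range of at least 3 log2 units and with genes not past the interaction threshold. Alternatives planned for normalized values were not needed, because the table holds counts. A further alternative, features with under 10% of their length on another feature (1662 features), was chosen after seeing the data. So was a test with 1 value per culture, the mean of its log2 values over the 8 induced time points, with 2 cultures against 2 in limma with a trend (2 residual degrees of freedom and a prior of 6.73) or in an ordinary t test. So was a term for each culture within its strain in the interaction. An SE in the text is that of the fit of all libraries, which takes aliquots of a culture as separate samples.

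The calculations were tested on simulated counts for 11950 genes with 200 genes changed. Of these, edgeR recovered 176 at 6 h (88.0%), where 11 of 187 calls were unchanged genes. It recovered 200 in the averaged contrast (100%), where 7 of 207 calls were unchanged genes, and 148 in the interaction (74.0%), where 7 of 155 calls were unchanged genes. No gene was called at the simulated V and -N stages, where none had been changed, and no recovered gene had the wrong sign. The simulated changes were few and constant over the induced hours, and aliquots of a culture were drawn independently. In the data most features differed, differences changed with time and early kloopmut aliquots shared deviations. The simulated error rates may therefore not hold for the data. A simulated list raised at 6 h had a camera p of 5.93e-69 and an unchanged one a p of 0.855. A simulated delay of 1 h was placed with an error of at most 0.1 h in 16 libraries across 8841 genes, and a list raised by 0.5 came back at 0.22 to 0.66. That delay put each simulated library on a sampled wt stage. Interpolation between stages, which most kloopmut placements used, was therefore not tested. Figures and placement used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.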

Results

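The study asked whether snR107, a box C/D snoRNA made from the same locus as the long non-coding RNA mamRNA, limits the meiotic transcripts that the RNA-binding protein Mmi1 targets for elimination. Poly(A)+ RNA was counted in 40 libraries of wt and kloopmut cells, 2 per group, from 10 stages of a synchronized meiosis. Total counts per library lay between 22889781 and 35440184. Of the counts, 64.4% to 71.1% fell in protein-coding features and 28.9% to 35.5% in lncRNA features, depending on the library. The strand setting of the counting is not stated, and only 1243 of the 12684 features share no base with another feature, so values of overlapping or antisense features are uncertain. The first and second principal components of the log2 values held 51.7% and 15.7% of the variance. Replicates correlated with r between 0.964 (wt V) and 0.993 (kloopmut 5 h) across genes, which are not independent replicates. Within each pair of replicates the counts differed by more than sampling noise, with a chi-square per gene between 10.5 (kloopmut 5 h) and 134 (wt V).

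The mutated locus was examined first. The mutation changes bases inside snR107 without removing it, so a count over the locus does not check the strain labels. The table names the locus by its lncRNA, mamRNA (SPNCRNA.1715, chromosome II, 1307681 to 1308804), of which 9.96% lies on another feature, snoU14. Averaged over 1 to 8 h, mamRNA fell by 0.43 ± 0.06 (SE) on the log2 scale in kloopmut (edgeR, Benjamini-Hochberg adjusted p = 1.38e-07), lower in 4 of 4 comparisons between cultures, and by 0.15 with total-count scaling. The difference was -0.56 in V cells (adjusted p = 0.0422) and -1.75 at 7 h (adjusted p = 5.86e-10), where mamRNA had 187 ± 11.6 RPKM in wt and 55.6 ± 0.00294 RPKM in kloopmut (SD, n = 2). The V call rested on single cultures and was lost when any of the 4 was left out except wt replicate 2 (-0.13 without wt replicate 1, -0.49 without kloopmut replicate 1 and -0.63 without kloopmut replicate 2; it was kept, at -0.90, without wt replicate 2). It was also lost in a fit of the V libraries alone and among low-overlap features (-0.50). At 3 h mamRNA was higher in kloopmut by 0.67 (adjusted p = 0.00347), and by 0.55 without kloopmut replicate 2, which was not past the threshold. Scaling by total counts turned the differences at 5 h and 6 h from -0.58 and -0.66 to 0.050 and 0.14. The 5 h difference was -0.34 without wt replicate 2, and its call was lost without kloopmut replicate 1 (-0.54).

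The strains were compared at each stage to find where the mutation changed transcript levels. Of 12019 features tested with edgeR, 714 passed the adjusted threshold in V cells, 297 of them higher in kloopmut. In -N cells 64 passed, 18 of them higher, and at 1 h 212 passed, 69 of them higher. The count was 3543 at 2 h (1857 higher), 3223 at 3 h (1687 higher), 6122 at 4 h (2951 higher) and 8346 at 5 h (4086 higher). It was 8235 at 6 h (4408 higher), 7824 at 7 h (4132 higher) and 6401 at 8 h (3131 higher). A fit of 1 stage alone gave 1 gene in V cells, 0 genes in -N cells and 539 at 2 h, but 257 at 1 h and 3317 at 3 h. In that fit of -N cells edgeR gave 1438 features at an unadjusted p under 0.05 and limma-voom passed 0, against 1816 features at an unadjusted p under 0.05 in the fit of all libraries. Single cultures decided the early counts. In V cells 2654 features passed without wt replicate 2, 133 without wt replicate 1, 321 without kloopmut replicate 1 and 33 without kloopmut replicate 2. In -N cells the counts were 33 without wt replicate 1, 5 without wt replicate 2, 17 without kloopmut replicate 1 and 2 without kloopmut replicate 2. At 1 h they were 49, 67, 128 and 3 in the same order. At 2 h the count was 1951 without wt replicate 1 and 1419 without kloopmut replicate 2, and at 3 h it was 2095 without wt replicate 2 and 1668 without kloopmut replicate 2. From 4 h to 8 h no culture left out moved a count by more than 1.5 times.

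**Figure D1:**
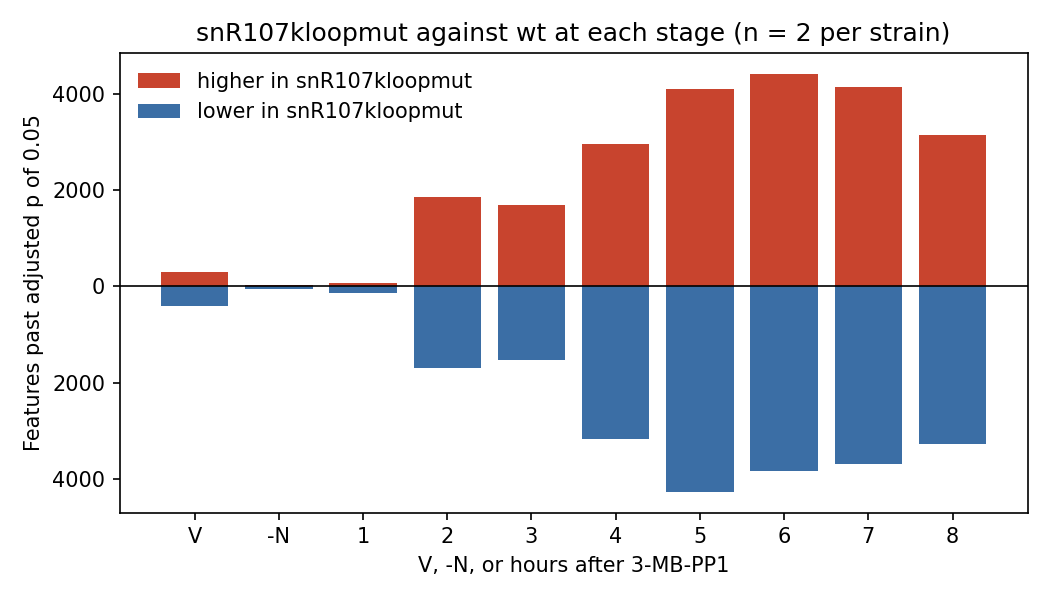
Features past an edgeR adjusted p of 0.05 (vertical axis, number of features) in kloopmut against wt at each stage (horizontal axis, n = 2 cultures per strain), with higher features above 0 and lower features below it. The count ran from 64 in -N cells to 8346 at 5 h; with total-count scaling the higher share went from 49.0% to 74.6% at 5 h and from 52.3% to 49.6% at 3 h.

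Averaged over 1 to 8 h, 9358 features (77.9% of those tested) differed between strains, 4729 of them higher in kloopmut. The fit takes the aliquots of a culture as separate samples. With 1 value per culture, an alternative chosen after seeing the data, limma passed 8658 features (4405 higher), of which 8571 were among the 9358, and an ordinary t test with 2 degrees of freedom passed 5241. With a limit of 1 added on the absolute log2 difference, the averaged count was 1658 and the split was less even, with 1249 higher (75.3% against 50.5%). With that limit 81.0% of 21 features were higher at 1 h and 80.0% of 589 at 3 h, against 32.5% and 52.3% without it. Counts restricted to protein-coding genes or to features with little overlap, which test fewer features, were 4329 and 888 in the averaged contrast; protein-coding genes alone gave more calls than all features in -N cells (159) and, within 1.5 times, at 1 h. The strain by time interaction was past the threshold for 9833 features (81.8%). Its count stayed within 1.5 times under each alternative that kept the features tested, between 8529 without kloopmut replicate 1 and 10252 with DESeq2, and was 4753 for protein-coding genes only. With a term for each culture, also chosen after seeing the data, it was 10041.

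Starvation and induction were compared within each strain as the background for the difference between strains. Between V and -N cells 6680 features differed in wt (3493 higher in -N) and 6748 in kloopmut (3488 higher in -N). The alternative that moved these most, apart from those testing fewer features, was the limit of 1 on the absolute log2 difference, which left 2897 and 2822; without kloopmut replicate 1 the kloopmut count was 4376. The change with starvation itself differed between strains for 81 features. Over the 8 induced time points 11547 features changed from -N cells in wt and 11143 in kloopmut. At 3 h against -N cells, 7172 differed in wt (3267 higher) and 6631 in kloopmut (3240 higher).

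The 19 genes of the Mmi1 list rose after induction in both strains. Relative to wt -N cells the list median reached its highest value at 3 h in wt, 3.83 ± 0.27 (log2, SD, n = 2), and at 3 h in kloopmut, 4.30 ± 0.15, and each of the 4 cultures alone also peaked at 3 h. The wt median fell to 2.24 at 5 h, 0.78 at 6 h and 0.41 at 7 h, while that of kloopmut was 3.83, 3.24 and 1.89 at the same hours. Stages within 1 log2 unit of the peak numbered 2 in wt (2 and 3 in the single cultures) and 4 in kloopmut (4 and 5). In V cells the median was -0.64 in wt and -1.06 in kloopmut. Of the 19 genes, 16 peaked at 3 or 4 h in wt and 15 in kloopmut. The peak was later in kloopmut for 9 genes and earlier for 0, higher in kloopmut for 10, and the median difference between the peaks was 0.095.

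**Figure D2:**
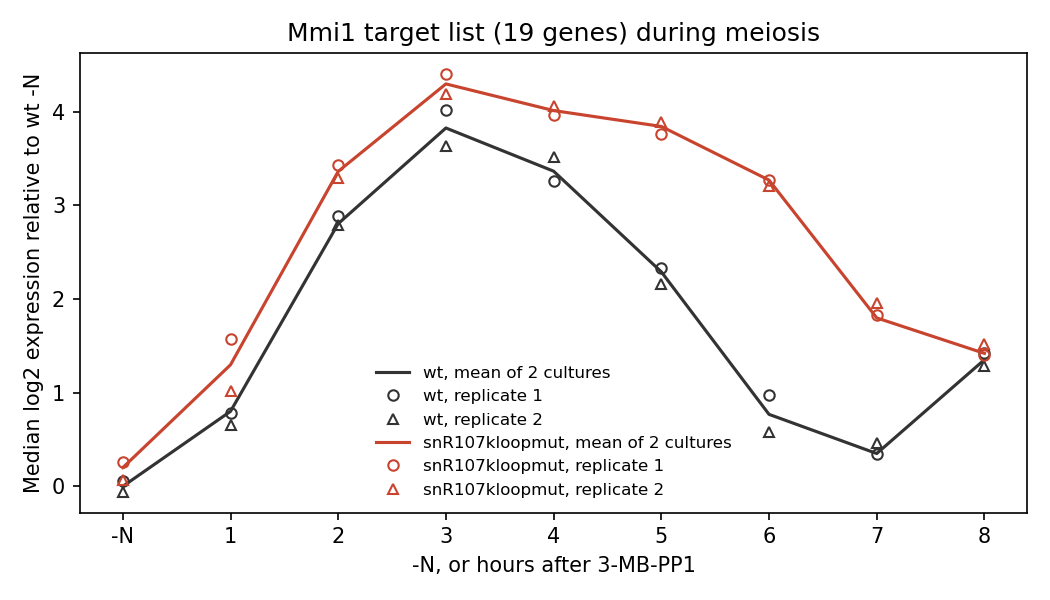
Median log2 expression of the 19 Mmi1 list genes relative to wt -N cells (vertical axis) in -N cells and 1 to 8 h after 3-MB-PP1 (horizontal axis); points are single cultures and lines the list median of the mean of 2 cultures. Both strains peak at 3 h, and the kloopmut line lies above that of wt from 1 h to 8 h, most at 6 h.

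Compared hour by hour, the median log2 difference over the Mmi1 list was -0.27 in V cells (camera adjusted p = 0.0140, 6 of 19 genes higher in kloopmut, 1 of 4 culture comparisons higher) and 0.19 in -N cells (adjusted p = 0.00827, 14 genes, 3 of 4). It was 0.54 at 1 h (adjusted p = 7.38e-08, 17 genes, 4 of 4), 0.27 at 2 h (adjusted p = 0.110, 14 genes, 4 of 4) and -0.024 at 3 h (adjusted p = 0.339, 8 genes, 0 of 4). At 3 h the median of the gene differences was below 0 although the list median was higher in kloopmut. The difference was 0.55 at 4 h (adjusted p = 0.0133, 14 genes), 1.56 at 5 h (adjusted p = 6.38e-05, 16 genes), 2.26 at 6 h (adjusted p = 5.07e-06, 17 genes), 1.65 at 7 h (adjusted p = 9.86e-06, 16 genes) and 0.17 at 8 h (adjusted p = 0.0121, 11 genes), each with 4 of 4 culture comparisons higher. At matched progression the 6 h value was 0.37. Single cultures decided some calls: the V difference was not past the threshold without wt replicate 1 (-0.31) or kloopmut replicate 1 (-0.21), nor that of -N cells without wt replicate 2 (0.24) or kloopmut replicate 1 (0.076), nor that at 4 h without kloopmut replicate 2 (0.43). At 2 h it passed without wt replicate 1 (0.29). Other calls held but changed in size: that in V cells was -0.55 without wt replicate 2 and -0.48 without kloopmut replicate 2, that in -N cells 0.31 without wt replicate 1, and that at 1 h 0.31 without wt replicate 2 and 0.33 without kloopmut replicate 1. At 8 h the value was 0.096 without wt replicate 1 and 0.56 without wt replicate 2. Among the 4 list genes with under 10% overlap, a choice made after seeing the data, the median was -0.048 in -N cells, 0.088 at 1 h, -0.19 at 2 h, 0.012 at 4 h and 0.90 at 5 h, none of them past the threshold. It was -1.18 in V cells, -0.57 at 3 h, 2.28 at 6 h, 2.91 at 7 h and 1.75 at 8 h, each past it. With fry, the Mmi1 calls held except that in -N cells, and 2 h passed; with camera's estimated correlation, 0 of the 25 calls over the 5 lists and 10 stages held, where the lowest adjusted p of the 50 tests was 0.0919, while fry kept 20 of the 25 and gave 26 in all.

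Among random lists matched on mean expression, the Mmi1 median lay at the 0.06th percentile in V cells, the 99.45th in -N cells, the 100th at 1 h, the 93.98th at 2 h and the 35.85th at 3 h. From 4 to 8 h it lay at the 99.21st, 100th, 100th, 99.97th and 80.23rd. Among lists matched also on the time of highest expression in wt, the percentiles were 0.12 in V cells, 96.44 in -N cells, 100, 99.55 and 81.67 at 1 to 3 h and 96.25, 99.08, 99.93, 94.54 and 37.22 at 4 to 8 h. Matching on that time thus moved -N cells, 4 h and 7 h inside the middle 95% of the random lists and 2 h above it. Of the 19 genes, edgeR passed 6 in V cells (7 when adjusted over the list alone), 6 at 2 h (6), 5 at 3 h (5), 13 at 4 h (13), 19 at 5 h (19), 17 at 6 h (17), 18 at 7 h (18) and 11 at 8 h (11). In -N cells edgeR passed 0 genes (1 when adjusted over the list alone, 5 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma-voom). At 1 h it passed 0 genes (11 when adjusted over the list alone, 11 at an unadjusted p under 0.05, 5 with DESeq2 and 0 with limma-voom). The strain by time interaction was past the threshold for 19 of the 19 genes.

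Genes of the list differed in how their courses diverged. The gene mcp5+ (SPBC216.02, chromosome II, 898056 to 901363) reached 43.9 ± 3.20 RPKM at 3 h in wt and 53.3 ± 3.63 RPKM at 4 h in kloopmut (SD, n = 2). Its difference was 1.40 ± 0.15 (SE) at 5 h (adjusted p = 5.82e-09), and 0.40 ± 0.05 averaged over 1 to 8 h (adjusted p = 1.35e-07, higher in 4 of 4 culture comparisons). At 7 h mcp5+ was lower in kloopmut, by -0.52 (adjusted p = 0.00412; -0.10 and not past the threshold with total-count scaling). ssm4+ (SPAC27D7.13c, chromosome I, 4534674 to 4536736) peaked at 3 h in both strains, at 15.8 ± 2.99 RPKM in wt and 23.4 ± 3.76 RPKM in kloopmut. The ssm4+ difference was 2.32 ± 0.27 at 5 h (adjusted p = 1.20e-08) and 0.83 ± 0.09 averaged (adjusted p = 3.45e-09, 4 of 4), but -0.68 at 7 h (adjusted p = 0.0312) and -0.66 at 8 h (adjusted p = 0.0402). These 2 calls were lost with total-count scaling (-0.26 and -0.60), with limma-voom and when single cultures were left out: at 7 h without wt replicate 1 (-0.41), kloopmut replicate 1 (-0.69) or kloopmut replicate 2 (-0.73), and at 8 h without wt replicate 1 (-0.61), wt replicate 2 (-0.74) or kloopmut replicate 1 (-0.44). rec8+ (SPBC29A10.14, chromosome II, 2568938 to 2570993) had 0.539 ± 0.169 RPKM in wt and 10.5 ± 0.129 RPKM in kloopmut at 6 h, a difference of 4.28 ± 0.40 (adjusted p = 2.61e-10), and 1.54 ± 0.13 averaged (adjusted p = 6.15e-12, 4 of 4). spo5+ (SPBC29A10.02, chromosome II, 2536150 to 2538254) was lower in kloopmut at 3 h, by -1.69 (adjusted p = 7.41e-07), and higher at 7 h, by 3.39 (adjusted p = 5.23e-14), with 0.71 ± 0.07 averaged (adjusted p = 1.76e-10, 4 of 4). mei4+ (SPBC32H8.11, chromosome II, 1473068 to 1475285) was at -1.40 at 5 h (adjusted p = 3.52e-09) and 1.29 at 7 h (adjusted p = 1.83e-08), and its averaged difference of 0.052 ± 0.054 was not past the threshold (adjusted p = 0.392, higher in 2 of 4, -0.011 without wt replicate 1, and past the threshold at 0.34 with total-count scaling). Features on the other strand cover 100% of mcp5+, 95.1% of ssm4+, 90.4% of rec8+, 76.6% of mei4+ and 6.03% of spo5+. With total-count scaling the averaged differences were 0.68 for mcp5+, 1.11 for ssm4+, 1.82 for rec8+ and 1.00 for spo5+. With 1 value per culture mcp5+, ssm4+, rec8+ and spo5+ passed in limma (highest adjusted p = 0.000363, for mcp5+).

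The other lists were compared in the same way. The ribosomal protein list was higher in kloopmut in V cells by 0.25 (camera adjusted p = 0.000179, 112 of 131 genes, 4 of 4 culture comparisons; 0.12 without kloopmut replicate 2). It was at -0.086 in -N cells (adjusted p = 0.0172, 34 genes higher, 2 of 4), where leaving out kloopmut replicate 1 reversed it to 0.15 and leaving out wt replicate 2 left -0.059 and no call; without kloopmut replicate 2 it was -0.36. It was at -0.19 at 1 h (adjusted p = 1.35e-07, 32 genes higher, 1 of 4), where without kloopmut replicate 1 it was -0.081 and not past the threshold. The 1 h call held without wt replicate 2 (-0.12) and without kloopmut replicate 2 (-0.39). At 2 h it was at 0.33 (adjusted p = 9.72e-05, 123 genes, 3 of 4), which reversed to -0.031 without kloopmut replicate 2 and was 0.60 without kloopmut replicate 1. Its difference was 0.82 at 3 h (adjusted p = 6.56e-31, 130 genes), 0.60 at 4 h (adjusted p = 1.01e-07, 120 genes), 0.78 at 5 h (adjusted p = 2.99e-05, 119 genes) and 1.00 at 6 h (adjusted p = 5.04e-05, 117 genes), with 4 of 4 culture comparisons higher at each. At 7 h it was 0.51 (adjusted p = 0.136; past the threshold at 0.94 with total counts), and 0.27 to 0.66 with 1 culture left out. At 8 h it was 0.10 (adjusted p = 0.877), and 0.051 to 0.14 with 1 culture left out.

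The late list was lower in kloopmut in 4 of 4 culture comparisons at each hour from 2 h on, with -0.20 at 2 h (adjusted p = 0.708), -0.39 at 3 h (adjusted p = 0.0279; not past the threshold without kloopmut replicate 1, -0.42, or kloopmut replicate 2, -0.44), -1.35 at 4 h (adjusted p = 3.25e-06) and -1.71 at 5 h (adjusted p = 5.04e-05). It was -1.53 at 6 h (adjusted p = 0.000298), -1.59 at 7 h (adjusted p = 0.00215) and -0.65 at 8 h (adjusted p = 0.0557, past the threshold at -0.74 without wt replicate 2). The late list at matched progression was at -0.14 at 4 h, 0.87 at 5 h, 0.71 at 6 h, -0.14 at 7 h and -0.34 at 8 h. The middle list was higher at 7 h by 1.26 (adjusted p = 0.0182, 9 of 13 genes, 4 of 4; 1.27 and not past the threshold without kloopmut replicate 2) and at 8 h by 1.70 (adjusted p = 1.23e-07, 11 of 13 genes, 4 of 4). The premeiotic S list was lower at 2 h by -0.37 (adjusted p = 0.0182, 0 of 6 genes higher) and at 3 h by -0.45 (adjusted p = 0.00253, 0 of 6 genes higher), with 0 of 4 culture comparisons higher at both. Its 2 h call was lost without either kloopmut culture (-0.48 without replicate 1 and -0.34 without replicate 2). Median and test differed in sign for the premeiotic S list in -N cells (0.057), at 5 h (0.29) and at 6 h (0.18), for the middle list at 6 h (0.10), and for the ribosomal protein list at 8 h. Median and mean differed in sign for the middle list at 1 h (-0.034 and 0.0057) and at 6 h (0.10 and -0.44). None of these 6 cases was past the threshold, and the sign of the middle list at 1 h and 6 h also changed with the scaling. Of the ribosomal protein genes edgeR passed 5 in V cells, 1 higher and 4 lower, although the list was higher there. It passed 120 of them at 3 h (128 when adjusted over the list alone) and 104 at 6 h (104). Of the late genes it passed 6 at 4 h (6), and of the middle genes 12 at 7 h (12) and 11 at 8 h (11). Of the premeiotic S genes it passed 4 at 2 h (5) and 5 at 3 h (5).

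**Figure D3:**
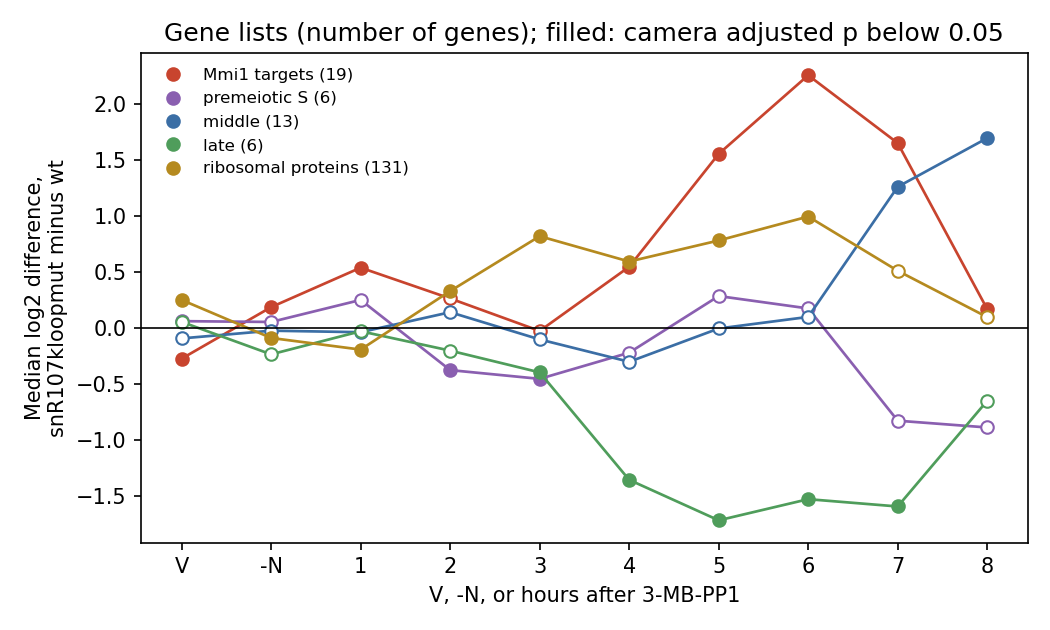
Median log2 difference kloopmut minus wt (vertical axis) of the 5 gene lists at each stage (horizontal axis); filled points have a camera adjusted p below 0.05. The Mmi1 list is highest at 6 h (2.26), the late list lowest at 5 h (-1.71); in -N cells and at 2 h leaving out 1 kloopmut culture reverses the ribosomal protein list.

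Among the genes around Mei2 and Mmi1, mei2+ (SPAC27D7.03c, chromosome I, 4510983 to 4515025) was higher in kloopmut by 0.31 ± 0.06 (SE) averaged over 1 to 8 h (adjusted p = 0.000108, 4 of 4 culture comparisons; 0.18 without wt replicate 1 and 0.59 with total-count scaling), with 1.23 at 7 h (adjusted p = 1.49e-06). mmi1+ (SPCC736.12c, chromosome III, 337088 to 340112) was lower by -0.42 ± 0.06 (adjusted p = 1.54e-07, 0 of 4 higher; -0.13 with total-count scaling), with -1.26 at 5 h (adjusted p = 1.25e-07). The feature named sme2, for meiRNA (SPNCRNA.103, chromosome II, 338363 to 339421 in the deposited table), lay at other coordinates than sme2 in the reference annotation, which keeps its identity uncertain. It was higher by 0.82 ± 0.08 (adjusted p = 1.36e-10, 4 of 4; 1.11 with total-count scaling), and highest at 4 h in wt, 39.9 ± 12.2 RPKM, and at 5 h in kloopmut, 57.4 ± 8.07 RPKM (SD, n = 2). pat1+ (SPBC19C2.05, chromosome II, 1682861 to 1684555) was lower by -0.50 ± 0.07 (adjusted p = 7.56e-07, 0 of 4 higher; -0.21 with total-count scaling), with -2.15 at 5 h (adjusted p = 8.91e-10) and, at 6 h, -0.57 (adjusted p = 0.0181), which became 0.22 with total-count scaling and was not past the threshold with limma-voom. ste11+ (SPBC32C12.02, chromosome II, 3983376 to 3987400) was higher by 0.38 ± 0.08 (adjusted p = 6.49e-05, 4 of 4; 0.66 with total-count scaling). act1+ (SPBC32H8.12c, chromosome II, 1475485 to 1477333) was lower by -0.68 ± 0.04 (adjusted p = 3.62e-14, 0 of 4 higher), and by -0.40 with total-count scaling. With 1 value per culture these 6 averaged differences passed in limma, at adjusted p = 0.0134 for mei2+, 0.00127 for mmi1+ and 0.00252 for ste11+ and lower for the others. An ordinary t test of the 4 cultures had an unadjusted p of 0.158 for mei2+, 0.0529 for mmi1+ and 0.110 for ste11+, so the differences of these 3 rest on the spread shared between genes. Features on the other strand cover 42.2% of mei2+, 63.8% of mmi1+, 37.6% of sme2, 100% of pat1+, 38.2% of ste11+ and 0% of act1+.

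By the rule, the largest averaged rises belonged to 1 rRNA and 4 short non-coding features. SPRRNA.52 (chromosome III, 2443248 to 2443412), a 5.8S rRNA feature that can share reads with its copies, rose by 3.68 ± 0.17 (adjusted p = 4.58e-17), was past the threshold at each of the 10 stages (in -N cells at 2.48; this call was lost with limma-voom and whenever 1 culture was left out, with 2.32 to 2.66), and had 275.6 ± 109.7 RPKM in kloopmut and 15.6 ± 8.43 RPKM in wt V cells. SPNCRNA.6669 (chromosome III, 5850 to 6133) and SPNCRNA.6676 (chromosome III, 16724 to 17032) were fitted at 5.18 ± 0.67 (adjusted p = 1.31e-07) and 3.50 ± 0.43 (adjusted p = 2.04e-08). They lie on 25S rRNA features of the other strand with 27.11% and 34.3% of their length. Their counts can therefore hold 25S rRNA reads. SPNCRNA.3674 (chromosome I, 3755086 to 3755366) was at 3.26 ± 0.66 (adjusted p = 8.39e-05) and SPNCRNA.5122 (chromosome II, 1306274 to 1306697) at 3.12 ± 0.66 (adjusted p = 0.000132). SPNCRNA.3674 lost its call without kloopmut replicate 2 (2.27) and SPNCRNA.5122 without kloopmut replicate 1 (2.02). SPNCRNA.5122 lies close to the start of mamRNA (1307681), on the other strand. That locus was altered to build the strain, so a local effect of the alteration is not excluded. The largest falls were SPRRNA.30 (chromosome II, 569121 to 569305), a rRNA feature, at -3.29 ± 0.42 (adjusted p = 4.80e-08), and SPNCRNA.4775 (chromosome II, 569160 to 569624), which overlaps it on the other strand, at -2.80 ± 0.41 (adjusted p = 5.30e-07). prl33 (SPNCRNA.33, chromosome III, 953976 to 954331) was at -3.24 ± 0.36 (adjusted p = 2.72e-09), SPNCRNA.6780 (chromosome III, 286425 to 286765) at -3.09 ± 0.59 (adjusted p = 3.20e-05) and SPNCRNA.7353 (chromosome III, 1395466 to 1395788) at -2.92 ± 0.51 (adjusted p = 8.77e-06; -4.67 without kloopmut replicate 1). Each of the 10 had the same direction in 4 of 4 culture comparisons. Except for SPRRNA.52 they rested on few reads, with at most 7.09 RPKM as the mean of a strain over 1 to 8 h. Groups of 2 libraries at 0 counts numbered 3 of 8 in wt for SPNCRNA.6669, 2 of 8 for SPNCRNA.3674 and 2 of 8 for SPNCRNA.5122, and 1 of 8 in kloopmut for SPRRNA.30, SPNCRNA.6780 and SPNCRNA.4775, so the fitted values of these 6 features depend on the prior count.

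The study reported slower meiosis in its mutants, and the libraries were therefore placed on the wt course. Libraries of wt were placed on the other wt culture within 0.2 h of their sampled hour, with a pooled SD of 0.166 h between cultures. Libraries of kloopmut were placed at 1.03 ± 0.11 h (SD, n = 2) for 1 h, 1.65 ± 0.07 h for 2 h, 2.63 ± 0.04 h for 3 h and 3.35 h for 4 h. They were placed at 3.85 h for 5 h, 4.5 h for 6 h, 5.58 ± 0.04 h for 7 h and 6.5 h for 8 h, where both cultures coincided at 4, 5, 6 and 8 h. The lag behind the sampled hour was -0.03 h at 1 h, 0.35 h at 2 h, 0.38 h at 3 h, 0.65 h at 4 h, 1.15 h at 5 h, 1.5 h at 6 h, 1.43 h at 7 h and 1.5 h at 8 h, with a mean of 0.866 h. From 2 h on it was larger than the pooled SD. The highest correlations lay between 0.953 and 0.992 across genes. Genes not past the interaction threshold moved the mean lag most, to 0.747 h. Such genes were selected for little difference between the courses, which understates a lag by construction.

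**Figure D4:**
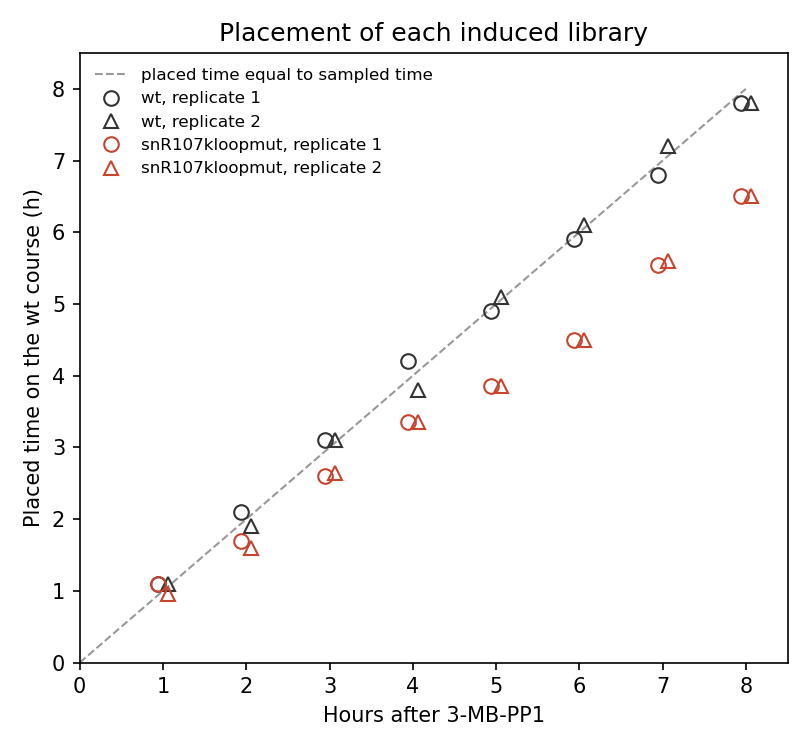
Time on the wt course at which each induced library was placed (vertical axis, h) against its sampled hour (horizontal axis, h), for each culture of both strains; the dashed line marks equal times. kloopmut libraries fall below the line from 2 h on, by 1.5 h at 8 h.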

Values the study reported

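The study states that its poly(A)+ libraries were sequenced to a depth of at least 30 M reads per sample. For wild type it places the peak of most of the Mmi1 regulon at 3 to 4 h of the time course. By measurements of single transcripts, it states that meiRNA accumulated between 1 and 5 h after Pat1 was inactivated.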

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

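Of the tests given here, that of slower progression at 1 and 2 h, those of overlapping features at 1 h and at 5 h and that of counting without strand were chosen only after the result was seen, as were the alternatives with low-overlap features and with a term for each culture.

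The difference between strains changed with time. The strain by time interaction was past the edgeR threshold for 9833 of 12019 features, and between 8529 (without kloopmut replicate 1) and 10252 (DESeq2) under the alternatives that kept the features tested; with a term for each culture it was 10041. The change from V to -N cells differed between strains for 81 features, 49 of them with a larger rise in kloopmut. Single cultures decided the latter count, which was 1360 without wt replicate 2, 14 without wt replicate 1, 4 without kloopmut replicate 2 and 1 without kloopmut replicate 1; it was 446 with DESeq2 and 412 with limma-voom. The 4 cultures can be split into pairs in 3 ways. For the averaged contrast and for the interaction alike, 1 of the 3 splits, the real one, gave as many features. With 3 splits no outcome could be rarer, so the splits cannot exclude chance. With edgeR the other splits gave 0 features in both results. At an unadjusted p under 0.05 they gave 107 and 50 features in the averaged contrast and 6 and 6 in the interaction. DESeq2 and limma-voom passed 0 in each. With 1 value per culture, chosen after seeing the data, limma passed 8658 features of the averaged contrast and an ordinary t test 5241. The 5241 features differed between strains by more than the spread between their own cultures. The limma calls rest in part on the spread shared between genes. Library composition differed between stages, and total-count scaling, which ignores it, left 9912 features past the threshold of the interaction. A slower meiosis in kloopmut, which the study reported from counts of nuclei, would itself give an interaction for each gene that changes with time. The placed times lagged by 0.866 h on average, and how much of the interaction remains once the lag is taken out was not tested gene by gene.

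For the named genes the interaction was tested with edgeR, adjusted by Benjamini-Hochberg. Its adjusted p was 1.16e-05 for mei2+, 3.81e-06 for mmi1+, 0.000125 for sme2, 1.64e-06 for pat1+, 0.000116 for ste11+ and 1.58e-05 for act1+. It was 9.84e-12 for mei4+, 1.48e-07 for ssm4+, 8.21e-08 for mcp5+, 5.74e-10 for rec8+, 2.66e-14 for spo5+ and 5.25e-09 for mamRNA. Of the 10 features chosen by the rule 3 passed, at 0.00324 for SPRRNA.30, 0.000154 for prl33 and 0.00986 for SPNCRNA.4775, each with few reads. The others did not pass, among them SPRRNA.52 (0.0592). The averaged log2 differences of the genes past the interaction threshold ran from -3.29 (SPRRNA.30) to 1.54 (rec8+). They had the same sign in 4 of 4 culture comparisons except for mei4+ (2 of 4). The coordinates of sme2 in the deposited table and in the reference annotation differ, so its values may belong to another transcript. For mei4+, ssm4+, mcp5+, rec8+ and pat1+, at least 76.6% of the length lies under a feature on the other strand. Counting without regard to strand fits the lncRNA features inside abundant genes, whose median RPKM was 139% of that of the gene, so reads from the other strand are a candidate source of part of these values.

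Some lists moved in opposite directions at different hours, with 4 of 4 culture comparisons on the same side at each; these differences between hours were not tested as such. The Mmi1 list was at 2.26 at 6 h and at -0.024 at 3 h, the latter close to 0 and not past the camera threshold (adjusted p = 0.339, 8 of 19 genes higher). The premeiotic S list was at 0.29 at 5 h and -0.89 at 8 h, neither of which passed. The middle list was at 1.70 at 8 h, which passed, and at -0.30 at 4 h, which did not. At matched progression the middle list was at 1.63 at 6 h, where it was at 0.10 by the sampled hour, and at 1.11 at 8 h. The premeiotic S list was then at 0.63 at 2 h, -1.26 at 4 h and 0.016 at 8 h. No technical explanation was tested for the middle and premeiotic S lists; total-count scaling gave 0.62 for the middle list at 5 h, where the main value was -0.0014.

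The rise of the Mmi1 list at 5 to 7 h may come from the slower progression of kloopmut. The study held that a delay alone could not explain its effects. Its mutants slowed meiosis alike, whether or not they changed meiotic gene expression. That comparison needs other mutants, which these data do not hold. At matched progression the list was at 0.24 at 5 h, 0.37 at 6 h and 0.54 at 7 h, and the highest of its percentiles among random lists matched on expression and peak time was 82.27, inside their middle range. Placement by genes not past the interaction threshold gave 0.64 at 5 h, at the 98.23rd percentile and above that range, and 1.17 at 7 h, at the 93.83rd. Such genes were selected for little difference between the courses, which understates a delay by construction, so this placement does not count against a delay. Over the 9 alternative placements, scalings and cultures left out, the percentile was at most 91.77 at 6 h and 93.83 at 7 h, and at 5 h it was above the range in 1 of 9, that placement. Reads of overlapping features are argued against at 6 h, since the 4 members with under 10% of their length on another feature rose by 2.28, past the threshold. At 5 h these members were at 0.90 against 1.56 for the list and not past the threshold, so at 5 h overlap and a rise of the list cannot be told apart with 4 members. A longer life of these transcripts in the mutant, which the design names, stays open as untested: a list whose genes peak at the same hour as others can be both delayed and stabilised.

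At 1 and 2 h slower progression would lower the list in kloopmut, because its genes were rising in wt. At matched progression the list was higher instead, by 0.40 ± 0.05 (SD, n = 2) at 1 h with 18 of 19 genes and by 0.98 ± 0.24 at 2 h with 19 of 19 genes. In wt libraries placed on the other culture the list median ran from -0.41 to 0.13. The value 0.98 lay above 100% of the random lists, so a delay alone is argued against at 2 h. Lists matched on peak time, expression and length also stayed below it, with a percentile of 100, which argues against transcript length. Lists matched on peak time and on the wt change from 1 to 2 h left the list at the 99.97th percentile, which argues against the interpolation between hourly samples as the whole cause. These lists had a median of 0.43 (middle 95% from 0.16 to 0.70), so part of the 0.98 is shared by genes with such a wt change, and they changed by 1.68 and the Mmi1 list by 2.05 in wt. The premeiotic S list was also higher at matched progression at 2 h, by 0.63, so the rise is not confined to the Mmi1 list. The 4 members with little overlap were at 0.73 at 2 h, at the 98.34th percentile of random lists of such features, but at -0.19 by the sampled hour. At 1 h they were at 0.12 (percentile 66.92), so at 1 h overlap on the other strand and a rise of the list cannot be told apart with 4 members. A higher level of Mmi1 targets in kloopmut early in meiosis is therefore a hypothesis for 2 h, found and examined in the same data; 2 cultures per strain carry it, with 0.81 without kloopmut replicate 2 and 1.15 without kloopmut replicate 1. Averaged over 1 to 8 h the value at matched progression was 0.56 (percentile 99.57, 16 of 19 genes), and 3 of 8 hours (1, 2 and 4 h) lay above the middle 95% of the random lists, of which 4 h did so in 6 of 9 alternatives.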

How the results depend on the processing

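Of the alternatives given here, the restriction to low-overlap features, 1 value per culture and a term for each culture in the interaction were chosen after seeing the data. Alternatives planned for normalized values were not run, because the table holds counts. Where no construction is named, the cause was not tested.

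Of the alternative values computed for the counts of genes, the Mmi1 list and the placed times, 371 kept their direction and their side of the threshold or stayed within their spread, 101 moved, 22 were weaker, 4 stronger and 1 reversed. For named genes 2760 of 2958 values kept direction and call, 84 gained a call, 111 lost one and 3 reversed. For the 5 lists together 563 of 649 did, 17 gained a call, 52 lost one, 14 moved and 3 reversed; for counts of genes 187 of 274 stayed within 1.5 times and for placed times 109 of 137 within their spread.

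The tool mattered where few features passed. DESeq2 gave 1172 in V cells, 370 in -N cells and 529 at 1 h, and limma-voom 1156, 375 and 388, against 714, 64 and 212; the cause was not tested. Fits of 1 stage alone, with 2 residual degrees of freedom by construction, gave 1 in V cells, 0 in -N cells and 539 at 2 h, against 3543 at 2 h. In -N cells edgeR then gave 1438 features at an unadjusted p under 0.05 and limma-voom passed 0.

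By construction, a limit of 1 on the absolute log2 difference left fewer features: 206 in V cells, 8 in -N cells, 21 at 1 h, 843, 589, 2042, 4902, 5218, 4710 and 2563 at 2 to 8 h, and 1658 in the averaged contrast. The share higher in kloopmut went from 32.5% to 81.0% at 1 h, from 52.4% to 71.2% at 2 h, from 52.3% to 80.0% at 3 h and from 50.5% to 75.3% in the averaged contrast. The limit left 2897 (wt) and 2822 (kloopmut) between V and -N cells, and 3734 and 2925 at 3 h against -N cells. Protein-coding genes only, which tests fewer features, gave 420 in V cells, 1865, 2025, 3174, 4056, 3994, 3919 and 3364 at 2 to 8 h, 4329 in the averaged contrast and 4753 in the interaction. It gave 3290 (wt) and 3401 (kloopmut) between V and -N cells, 5045 and 4968 over the induced time points, and 3481 and 3401 at 3 h. It gave more in -N cells, 159, and for the change from V to -N cells between strains, 154, and the cause was not tested. Low-overlap features, fewer still, gave 93 in V cells, 6 in -N cells, 107, 326, 347, 504, 719, 707, 750 and 630 at 1 to 8 h, 888 in the averaged contrast and 894 in the interaction. They gave 686 (wt) and 674 (kloopmut) between V and -N cells, 1174 and 1122 over the induced time points, and 700 and 669 at 3 h.

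Total-count scaling left 9 features in -N cells and shifted the median log2 difference of the tested features to 0.13 at 1 h, 0.13 at 2 h, 0.21 at 4 h, 0.61 at 5 h, 0.91 at 6 h and 0.48 at 7 h, while TMM left 0.11 at 6 h and stayed within 0.06 of 0 elsewhere. The share of features past the threshold that were higher in kloopmut went from 41.6% to 57.9% in V cells, 28.1% to 88.9% in -N cells, 32.5% to 79.5% at 1 h, 52.4% to 66.0% at 2 h, 52.3% to 49.6% at 3 h, 48.2% to 65.4% at 4 h, 49.0% to 74.6% at 5 h, 53.5% to 81.6% at 6 h, 52.8% to 71.0% at 7 h, 48.9% to 54.9% at 8 h and 50.5% to 72.4% in the averaged contrast. Between V and -N cells the share higher in -N went from 52.3% to 72.9% in wt and from 51.7% to 76.7% in kloopmut. It reversed pat1+ at 6 h (0.22) and mamRNA at 5 h (0.050) and 6 h (0.14), and left the averaged differences of mmi1+ at -0.13 and mamRNA at -0.15. Composition differs between stages, so directions of small differences rest on the scaling. Median-of-ratios factors moved no count by more than 1.5 times.

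Leaving out 1 culture makes the other library of its stage carry the strain, which is then assumed to vary like the other groups. The counts then ran from 33 (without kloopmut replicate 2) to 2654 (without wt replicate 2) in V cells, 2 to 33 in -N cells, 3 to 128 at 1 h, 1419 to 3468 at 2 h, 1668 to 2314 at 3 h, and 4376 (without kloopmut replicate 1) to 6860 between V and -N cells in kloopmut. The Mmi1 list ran from -0.55 to -0.21 in V cells, 0.076 to 0.31 in -N cells, 0.31 to 0.62 at 1 h, 0.24 to 0.29 at 2 h, 0.41 to 0.68 at 4 h and 0.096 (without wt replicate 1) to 0.56 (without wt replicate 2) at 8 h. Placed times of kloopmut ran from 0.9 to 1.1 h at 1 h, 1.6 to 1.7 h at 2 h, 3.3 to 3.4 h at 4 h, 3.8 to 3.9 h at 5 h and 6.45 to 6.5 h at 8 h. The ribosomal protein list ran from -0.36 to 0.15 in -N cells, where it reversed without kloopmut replicate 1. It ran from -0.031 to 0.60 at 2 h, where it reversed without kloopmut replicate 2. Without kloopmut replicate 2 the median log2 difference of the tested features was -0.063 at 3 h, against 0.019 with all libraries.

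Counts of 5 or fewer held these features, named after their values were seen. SPBC460.05 (-4.31) was that of V cells fitted alone. In -N cells SPAC513.07 and SPBC16E9.02c passed without kloopmut replicate 2, and SPAC513.07, mug114, SPNCRNA.4012, SPNCRNA.6611 and SPNCRNA.7505 without wt replicate 2. At 1 h SPRRNA.52, rpl102 and psi1 passed without kloopmut replicate 2. For the change from V to -N cells between strains these were SPAC513.07 without kloopmut replicate 1, and SPAC513.07, mug105, ecl1 and SPNCRNA.3896 without kloopmut replicate 2.

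The deviations of replicates with the same number in wt and kloopmut correlated with -0.0793 to 0.202 across genes (median 0.0629), above 0.1 at 3 of 10 stages. Samples with the same number thus shared little, but a small shared effect at those stages is not excluded. A replicate block raised the count at each stage, in V cells from 714 to 1008. With a replicate block the count in -N cells was 135, which included the 64 found without it, and no other count moved by more than 1.5 times; the 50 list calls kept their side of the threshold. With 1 value per culture 8658 features passed in limma in the averaged contrast, and with a term for each culture 10041 in the interaction.

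For the Mmi1 list, fry lost the call in -N cells (0.19) and gained that at 2 h (0.27). Camera with an estimated correlation lost the calls in V cells (-0.27), -N cells (0.19) and at 1, 4, 5, 6, 7 and 8 h (0.54, 0.55, 1.56, 2.26, 1.65 and 0.17). The list without mei4, ssm4 and mcp5 lost the call in -N cells (0.11). Low-overlap members, 4 genes, reversed in -N cells (-0.048), were at -0.19 at 2 h, where there was no call, lost the calls at 1 h (0.088), 4 h (0.012) and 5 h (0.90) and gained one at 3 h (-0.57). At matched progression, where the hour compared changed by construction, the list passed random lists matched on expression and peak time at 2 h (0.98). It did not at 5 h (0.24), 6 h (0.37), 7 h (0.54) and 8 h (1.15). By the sampled hour its percentile among lists matched alike was 99.55 at 2 h, 94.54 at 7 h and 37.22 at 8 h. These 3 hours thus kept their side, while 5 h (99.08) and 6 h (99.93) changed it. At 8 h the list rose from 0.17 to 1.15, and its percentile among these lists from 37.22 to 97.22. Among lists matched also on length it lay at the 99.51st percentile. At matched progression in turn, the 2 h value ran from 0.81 to 1.15 and the average over hours from 0.51 to 0.67 over 9 alternatives each. Placement by genes not past the interaction threshold gave 0.64 at 5 h and 1.17 at 7 h, at the 98.23rd and 93.83rd percentiles, with a lag that this choice of genes understates by construction. The list without meu2 and meu13 and the mean over the list changed no call.

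Spearman correlation placed kloopmut at 3.18 h, 3.9 h and 4.45 h for 4, 5 and 6 h, and genes with a wt range of at least 3 log2 units at 4.55 h for 6 h. Genes not past the interaction threshold gave 1.6 h, 2.68 h, 3.58 h, 4.23 h and 5.95 h for 2, 3, 4, 5 and 7 h, and a mean lag of 0.747 h; these genes were selected for little difference between the courses, so a smaller lag follows by construction. For 1 h median-of-ratios factors and total counts both gave 0.975 h, and for 7 h total counts gave 5.65 h. Each of these 8 changed placements from 4 h on still lay behind the sampled hour.

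At this depth the floor of 3 counts in 1 library was at most 0.131 CPM, and 611 tested features had a group of induced libraries at 0. Differences of such features, and of the short non-coding features chosen by the rule, cannot be sized firmly. No filter and the filter at 100 counts moved no count by more than 1.5 times.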

Other observations

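Of the tests given here, those of poly(A) selection, of normalization at 4 h, of slower progression for the ribosomal protein list and of counting without strand were chosen only after the result was seen. The features and classes named in this part were chosen after their values were seen.

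Features of the ribosomal DNA were higher in kloopmut although the libraries were poly(A)-selected. The 3 features of 25S rRNA had a median log2 difference of 4.04 in V cells, 0.62 in -N cells and 2.93, 4.00, 4.60 and 2.77 at 1 to 4 h, with 4 of 4 culture comparisons higher except in -N cells (3 of 4). From 5 to 8 h the median was 0.62, 1.03, 0.86 and -0.35 and the lowest adjusted p of the 3 features with edgeR was 0.143. The copies share reads, so the features are not independent and single copies are uncertain. Over the 40 libraries the 3 features held 0.00033% to 0.02339% of the counts, so the rises are between small shares. In V cells the culture comparisons ran from 2.78 to 6.42, which leaves the size of that rise uncertain. At 4 h total-count scaling moved the median of all features by 0.20 and left the 25S difference at 2.97 (2.17 to 3.74 in 4 of 4 culture comparisons), which argues against normalization there. In V cells it gave 4.70 but moved that median by only 0.0010, so the scaling tests nothing at that stage. Weaker poly(A) selection in kloopmut would raise mature 18S and 25S rRNA alike. At 3 h the 25S rise exceeded that of 18S by 2.87, with 2.77 to 3.58 in 4 of 4 culture comparisons, which argues against this as the whole cause. In V cells the excess was smaller, 0.82 in the fit and 0.99 to 2.23 in 4 of 4 culture comparisons, and the 18S features rose by 3.22 themselves (2 of 3 past the threshold). Features of snoRNAs outside other features, 17 in number, rose by 0.29 in V cells, 2.12 at 2 h, 0.90 at 3 h and 2.94 at 5 h. Weaker selection as part of the cause therefore stays open. The study described the loss of a methylation of 25S rRNA in this strain. By Northern blots it also reported that an rRNA precursor accumulated in this strain. The precursor did not accumulate in another snR107 mutant that had lost the methylation. The study therefore held the role in precursor processing to be separable from the methylation. Those blots used total RNA, so they do not show whether the precursor was polyadenylated. A candidate explanation is that polyadenylated 25S precursors or decay products accumulate in kloopmut, in V cells as in early meiosis. It was not tested beyond these values, and a strain variant in the ribosomal DNA stays open as well.

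The ribosomal protein list at 3 h was higher in kloopmut by 0.82. Genes differ in length, and strain differences fell with length across the 5075 protein-coding genes, with Spearman's rho between -0.156 (-N) and -0.385 (5 h); genes are not independent replicates. The 510 shortest genes were higher by 1.01 at 6 h. Between the kloopmut replicates the same trend ran from -0.497 (2 h) to 0.338 (6 h), so it also differs between libraries of 1 strain and may be technical in part. Lists of protein-coding genes matched on expression and length stayed below the ribosomal protein list at 3 h, which lay at the 100th percentile, so length alone is argued against. At matched progression the list was at 0.37 ± 0.28 (SD, n = 2; 0.17 and 0.56 in the single cultures), above 0 by more than this spread and at the 100th percentile of lists matched on expression and length at the same placement (median 0.081). But wt libraries of 3 h placed on the other wt culture gave -0.37 and 0.38 for this list, so slower progression and a rise of the list at 3 h cannot be told apart with 2 cultures per strain. The other hours differed. At 5 h and 6 h the matched values were 0.010 and 0.14, against 0.78 and 1.00 by the sampled hour, and the 6 h value lay at percentile 0.04 of the matched random lists. They were 0.53 at 4 h, 0.78 at 7 h and 1.01 at 8 h, against 0.60, 0.51 and 0.10, each at the 100th percentile. From polysome profiles of this strain the study inferred a smaller pool of large ribosomal subunits, defects in translation, or both. A change in ribosome production as the cause of the higher list stays open, since these data do not test it.

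Of 2919 lncRNA features that lie wholly inside a protein-coding gene on the other strand, 290 lie in genes of at least 100 RPKM. Their median RPKM was 139% of that of the gene (quartiles 115% and 172%), and their values followed the gene with a median correlation of 0.989 across libraries. This is consistent with counting without regard to strand, with reads given to each feature they overlap. Differences of antisense lncRNA features may then repeat those of the gene on the other strand, which would count many genes more than once among the features past a threshold.

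Within a strain, the deviation of replicate 1 from the group mean was compared between stages across genes. Among the 5 stages from V to 3 h these deviations correlated with 0.280 to 0.522 in kloopmut (median 0.409) and with -0.00918 to 0.199 in wt (median 0.0927). These stages were singled out after their values were seen; over the 45 pairs of the 10 stages the correlations ran from -0.365 to 0.522 in kloopmut (median 0.039) and from -0.059 to 0.269 in wt (median 0.064). Aliquots of the kloopmut cultures thus shared a difference at the early stages, which a fit of libraries as separate samples leaves out of its errors, and no cause was tested.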
